# Inhibition of Phosphatase Activity Follows Decline in Sulfatase Activity and Leads to Transcriptional Effects through Sustained Phosphorylation of Transcription Factor MITF

**DOI:** 10.1371/journal.pone.0153463

**Published:** 2016-04-14

**Authors:** Sumit Bhattacharyya, Leo Feferman, Joanne K. Tobacman

## Abstract

Arylsulfatase B (B-acetylgalactosamine 4-sulfatase; ARSB) is the enzyme that removes 4-sulfate groups from the non-reducing end of the glycosaminoglycans chondroitin 4-sulfate and dermatan sulfate. Decline in ARSB has been shown in malignant prostate, colonic, and mammary cells and tissues, and decline in ARSB leads to transcriptional events mediated by galectin-3 with AP-1 and Sp1. Increased mRNA expression of GPNMB (transmembrane glycoprotein NMB) in HepG2 cells and in hepatic tissue from ARSB-deficient mice followed decline in expression of ARSB and was mediated by the microphthalmia-associated transcription factor (MITF), but was unaffected by silencing galectin-3. Since GPNMB is increased in multiple malignancies, studies were performed to determine how decline in ARSB increased GPNMB expression. The mechanism by which decline in ARSB increased nuclear phospho-MITF was due to reduced activity of SHP2, a protein tyrosine phosphatase with Src homology (SH2) domains that regulates multiple cellular processes. SHP2 activity declined due to increased binding with chondroitin 4-sulfate when ARSB was reduced. When SHP2 activity was inhibited, phosphorylations of p38 mitogen-associated phosphokinase (MAPK) and of MITF increased, leading to GPNMB promoter activation. A dominant negative SHP2 construct, the SHP2 inhibitor PHSP1, and silencing of ARSB increased phospho-p38, nuclear MITF, and GPNMB. In contrast, constitutively active SHP2 and overexpression of ARSB inhibited GPNMB expression. The interaction between chondroitin 4-sulfate and SHP2 is a novel intersection between sulfation and phosphorylation, by which decline in ARSB and increased chondroitin 4-sulfation can inhibit SHP2, thereby regulating downstream tyrosine phosphorylations by sustained phosphorylations with associated activation of signaling and transcriptional events.

## Introduction

The present study was undertaken to determine the transcriptional mechanism by which decline in ARSB increased GPNMB (transmembrane glycoprotein NMB; glycoprotein non-metastatic melanoma protein B; osteoactivin) expression in hepatocytes. GPNMB was identified on a cDNA microarray of ARSB-null mouse hepatic tissue as the only gene that was significantly upregulated [1]. GPNMB has been shown to be increased in multiple malignancies, including breast cancer, prostate cancer, glioblastoma multiforme, melanoma, gastric cancer, colorectal carcinoma, small cell lung cancer, renal cell carcinoma, and hepatocellular carcinoma [2–11]. Increases have been associated with propensity for metastases, and anti-GPNMB directed monoclonal antibody therapy has been therapeutically beneficial [12–14].

In this report, we present a transcriptional mechanism by which decline in ARSB and increase in chondroitin 4-sulfate (C4S) lead to increased expression of GPNMB through the microphthalmia-associated transcription factor (MITF)-binding site in the GPNMB promoter. MITF has been identified as the transcription factor required for promoter activation and increased GPNMB expression in melanoblasts, osteoblasts, and dendritic cells [15–17]. In previously published work, galectin-3 was shown to mediate transcriptional effects of ARSB and chondroitin 4-sulfate [18–20], and decline in ARSB had been associated with mammary, colonic, and prostatic malignancies [21–25]. Initial experiments indicated that silencing galectin-3 did not affect the expression of GPNMB, and further investigation addressed elucidation of an alternative transcriptional mechanism. This mechanism, as detailed in this report, involves increased binding of the tyrosine phosphatase SHP2 to the more highly sulfated C4S present when ARSB is reduced, in contrast to the reduced binding of galectin-3 to more highly sulfated C4S when ARSB is reduced.

The signaling pathways stimulated by decline in ARSB involve chondroitin 4-sulfate (C4S), dermatan sulfate (DS), or sulfate, since the only known biochemical function of ARSB is to remove 4-sulfate groups from the N-acetylgalactosamine 4-sulfate residue at the non-reducing end of C4S or DS. The transcriptional effects of ARSB and C4S due to reduced binding of galectin-3 to the more highly sulfated chondroitin 4-sulfate present when ARSB was reduced increased expression of versican in prostate cells, Wnt9A in colonic epithelial cells, and HIF-1α in bronchial epithelial cells [18–20]. Nuclear galectin-3 increased and interacted with Activator Protein (AP)1 and Specificity Protein (Sp)1 to enhance promoter activation and gene expression.

The current study findings present a novel integration between sulfation and phosphorylation, due to the effect of ARSB on the regulation of the SHP2 phosphatase. SHP2 is a ubiquitous, intracellular, SH2-containing protein tyrosine phosphatase that is encoded by PTPN11, and reduced SHP2 activity leads to increase in the downstream phosphorylation of p38-MAPK [26–31]. In this report, additional downstream effects of SHP2 inhibition on phospho-MITF and on GPNMB promoter activation are shown. The experiments in this report support a mechanism by which sulfation can regulate some phosphorylations, through the inhibition of the SHP2 phosphatase action. SHP2 is required for removal of tyrosine phosphates of SH2 domains, thereby regulating a broad range of important signaling events, including those dependent on p38 MAPK tyrosine phosphorylation. Since p38 tyrosine phosphorylation can trigger Ser-Thr phosphorylations [29–31], the inhibition of SHP2 by increased chondroitin 4-sulfation can exert a profound impact on other downstream phosphorylations and signaling, involving Ser-Thr phosphorylations.

Although previously considered as only an intracellular lysosomal enzyme associated with the inherited metabolic deficiency disorder Mucopolysaccharidosis VI, other reports with imaging have identified ARSB on the cell membrane of epithelial and endothelial mammalian cells, leading to characterization of ARSB as not just a lysosomal enzyme [32–34]. Other findings have indicated that acquired deficiency of ARSB may arise due to hypoxia or chloride excess [20,33], providing an opportunity for integration between environmental conditions and ARSB-mediated effects. ARSB is well-positioned to remove sulfate groups from C4S on the cell surface or extracellular matrix, as well as from C4S present at intracellular sites.

## Materials and Methods

### Cell culture and inhibitor and inhibitors

The HepG2 cell line (HB-8065) was obtained (ATCC, Manassas, VA) and grown in minimum essential medium (MEM) with 10% FBS at 37°C in a humidified, 5% CO_2_ environment, with exchange of media every 2–3 days. Confluent cells in T-25 flasks were harvested by EDTA-trypsin, and sub-cultured in multiwell tissue culture plates under similar conditions. Cells were treated by siRNA, DNA vectors for overexpression, and control vectors, as described below, and by enzyme and peptide inhibitors. Inhibitors included: genistein, a tyrosine kinase inhibitor (Sigma-Aldrich Co, St. Louis, MO; 10μM); SB203580, a p38 MAPK inhibitor (EMD Millipore, Billerica, MA; 10μM); LY294002 [2-(4-morpholinyl)-8-phenyl-1(4*H*)-benzopyran-4-one hydrochloride; EMD Millipore; 50μM), a phosphoinositide 3-kinase (PI3K)/AKT inhibitor, and PHSP1, a chemical SHP2 inhibitor (phenylhydrazonopyrazolone sulfonate; Sigma-Aldrich; 30μM) [35]. These inhibitors were dissolved in media, and HepG2 cells were exposed for 24 h.

### ARSB-deficient mouse model

Eight-week old, heterozygous, arylsulfatase B-deficient mice were obtained (Jackson Laboratories, Bar Harbor, Maine; Strain 005598) and housed in the Biological Resources Laboratory (BRL) of the University of Illinois at Chicago (UIC) or the Veterinary Medicine Unit at the Jesse Brown Veterans Affairs Medical Center (JBVAMC; Chicago, IL). The Institutional Animal Care and Use Committees of UIC and JBVAMC approved this research. The animals were bred as detailed previously to make a colony of homozygous arylsulfatase B-null mice [18]. Animals were maintained with routine light-dark cycles and standard mouse chow and drank water *ad libitum*. Weights were measured routinely, and the animals were euthanized by carbon dioxide inhalation and cervical dislocation. Hepatic tissue was harvested promptly and frozen at -80°C pending experiments.

### cDNA microarray of ARSB-null and control mouse hepatic tissue

cDNA microarray was performed using ARSB-null hepatic tissue and C57BL/6J control hepatic tissue with the Affymetrix GeneChip MoGene-2_-st-v1 mouse array [1]. Samples were labeled and hybridized according to the recommended labeling protocol, and array images were analyzed for quality metrics. Data were analyzed using Partek Genomics statistical package, and signal intensities were normalized by quantiles and summarized. ANOVA tests were used to calculate the significance of the differential gene expression of GPNMB, and other genes, between null and control mouse samples.

### Measurement of ARSB and N-acetylgalactosamine 6-sulfatase (GALNS) activity

ARSB activity in the control and treated cells was determined as reported previously [21,22]. Briefly, tissue or cells were harvested, homogenates were prepared, and ARSB activity in the various samples was determined using 4-methylumbelliferyl sulfate (MUS) as substrate in 0.05M acetate buffer, at pH 5.6. ARSB activity was expressed as nmol / mg protein / hour. GALNS activity was measured as previously reported [21,22], using exogenous substrates (from Moscerdam Substrates, Rotterdam, the Netherlands and Sigma-Aldrich). Five μl of cell homogenate in ddH_2_O treated by sonication with metal tip was combined with 5 μl 0.2% heat-inactivated BSA and 20 μl of the substrate [10 mM 4-methylumbilliferyl-ß-D-galactoside-6-sulfateNH_4_ (MU-ßGal-6S)] in substrate buffer made of 0.1M sodium acetate / 0.1M acetic acid at pH 4.3 with 0.1M NaCl, 5mM Pb-acetate (1.9 mg/ml) and 0.02% Na-azide. A microtiter plate was prepared, sealed, and incubated for 17 hours at 37˚C, and then 5 μl 0.9 M Na-Phosphate buffer at pH 4.3 with 0.02% Na-azide and 10 μl of 10U ß-D-galactoside galactohydrolase (Sigma) / ml 0.2% heat-inactivated BSA were added. The plate was incubated for 2 h at 37˚C, and then 200 μl of stop buffer (0.5M NaHCO_3_ / 0.5M Na_2_CO_3_ at pH 10.7 with 0.025% Triton-X-100) was added, and readings were taken at 360 nm and 465 nm. GALNS activity is expressed as nmol/hr/mg protein.

### mRNA expression of lysosomal enzymes

Primers were selected to detect the mRNA expression of lysosomal enzymes including ARSB, GALNS, α-galactosidase, and TFEB in the HepG2 cells following ARSB knockdown [36]. QRT-PCR was performed as previously described [23]. Primers were: ARSB (NM_000046) (left) 5´-AGA CTT TGG CAG GGG GTA AT- 3´ and (right) 5´-CAG CCA GTC AGA GAT GTG GA-3´; GALNS (NM_000512) (left) 5´- ACG GAT TTG ATG AGT GGT TTG -3´and (right) 5´- GTA GAG GAA AAA GGG GTG GTG—3´; α-Galactosidase A (X05790) (left) 5´- TGG AAG GAT GCA GGT TAT GAG—3´ and (right) 5´- CCC TAG CTT CAG TCC TTT GCT- 3´; and LFEB (NM_007162.2) (left) - 5´-TGA TCC ACT TCT GTC CAC CA-3´ and (right) 5´-CAG GTG GCT ACT TCA CAC ACA-3´.

### ARSB and Galectin-3 silencing by siRNA and ARSB overexpression

Specific siRNAs for ARSB and galectin-3 and control siRNAs were procured (Qiagen, Valencia, CA). Effectiveness of silencing was demonstrated by measurements of ARSB protein, mRNA, and activity and galectin-3 protein [18,19,22]. Cells were grown to 60–70% confluency in 12-well tissue culture clusters, and the medium of the growing cells was aspirated and replaced with 1.1 ml of fresh medium with serum. 0.3 μl of 20μM siRNA (75 ng) was mixed with 100 μl of serum-free medium and 6 μl of HiPerfect Transfection Reagent (Qiagen), as previously [18,19,22]. The mixture was incubated at room temperature for 10 minutes to allow the formation of transfection complexes, and then added dropwise onto the cells. The plates were swirled gently, and treated cells were incubated at 37°C in a humidified 5% CO_2_ environment. After 24 hours, the medium was exchanged with fresh growth medium. Effectiveness of silencing was determined by measurement of ARSB activity or specific quantification by ELISA assay (MyBioSource, San Diego, CA).

### Transfections of ARSB and SHP2

ARSB (NM_000046) plasmid in pCMV6-XL4 vector was obtained (Origene), and overexpressed in HepG2 cells by transient transfection using 2 μg of the plasmid and Lipofectamine™ 2000 (Invitrogen) [20,22]. Controls included untransfected cells and cells transfected with ARSB vector control. Media were changed after 6 h, and cells were incubated in humidified, 37°C, 5% CO_2_ environment and then harvested 24 h after transfection. ARSB activity was determined following transfection, as previously [21,22]. SHP2 dominant negative (DN), constitutively active (CA), wild type (WT), and empty vector plasmids were obtained (from Dr. Stuart Frank, University of Alabama at Birmingham) [37] and transfected into the HepG2 cells by Lipofectamine™ 2000. Efficiency of transfection was determined by measurements of SHP2 protein or SHP2 activity by ELISA (R&D, Minneapolis, MN).

### Measurement of total sulfated glycosaminoglycans

Total sulfated glycosaminoglycans (GAGs) in the cell lysates and tissues were measured using the sulfated GAG assay (Blyscan^TM^, Biocolor Ltd., Newtownabbey, Northern Ireland) [22]. The sulfated polysaccharide component of proteoglycans and protein-free sulfated GAG chains were measured, whereas hyaluronan and degraded disaccharide fragments were not detected. The reaction was performed in the presence of excess unbound 1,9-dimethylmethylene blue dye. The cationic dye and sulfated GAG at acid pH produced an insoluble dye-GAG complex, and the sulfated GAG content was determined by the amount of dye that was recovered from the test sample following exposure to Blyscan dissociation reagent. Absorbance maximum of 1,9-dimethylmethylene blue was at 656 nm, and sulfated GAG concentration was expressed as μg / mg of protein of cell or tissue lysate.

### Measurement of chondroitin 4-sulfate

Chondroitin 4-sulfate antibody (C4S; Ly111; Seikagaku, Amsbio, Lake Forest, CA) was used to immunoprecipitate C4S from cell lysates of treated and control cells [22]. The precipitate was eluted with dye-free elution buffer and subjected to sulfated GAG assay, as above.

### HepG2 cell survival following ARSB silencing and exposure to enzyme inhibitors

Proportions of live and dead HepG2 cells were detected using calcein-AM and ethidium homodimer-1 (EthD-1) in the live-dead cell assay with established procedures (Molecular Probes, Eugene, OR) [38]. HepG2 cells were grown for 24 h, then treated with the inhibitors genistein 10μM; SB203580 10μM; and LY294002 50μM for 24 h and harvested following incubation with calcein-AM and EthD-1 for 45 min. The percentage of live cells was detected by calcein-AM uptake and metabolism, and the percentage of dead cells was detected by EthD-1 uptake, measured by fluorescence with readings at 485/530 for calcein-AM and at 530/645 for EthD-1.

### Western blot for nuclear phospho-MITF

Nuclear extracts were prepared by using a nuclear extraction kit (Active Motif, Carlsbad, CA) following exposure to control or ARSB siRNA. Anti-phospho(Ser180/73)-MITF rabbit polyclonal antibody (Sigma-Aldrich) was used to detect nuclear phospho-MITF by Western blot. Lamin-A (Calbiochem, EMD Millipore) was used as a nuclear protein control to assess equal loading.

### ELISAs for GPNMB and nuclear MITF

Cell or nuclear extracts were prepared from both treated and control HepG2 cells in cell lysis buffer and from ARSB-null and control mouse liver. GPNMB was detected in the whole cell lysate, whereas MITF concentration was determined in the nuclear extract, prepared as above. Nuclear MITF (MyBioSource, Inc., San Diego, CA) and cellular GPNMB (R&D Systems, Minneapolis, MN) were measured in cell and tissue samples using sandwich ELISAs (R&D). Microtiter plates were coated with a capture antibody to the molecule of interest. Samples and standards were added to the wells of the microtiter plate, and the antigen in the lysates was captured by the coated antibody on the plate and detected with biotinylated antibody and HRP-conjugated streptavidin. Hydrogen peroxide / tetramethylbenzidine (TMB) substrate was used to develop the color which was proportional to the bound HRP. The reaction was stopped and the optical density of the color was read at 450 nm in a plate reader (FLUOstar, BMG Labtech, Cary, NC). The concentration in the sample was extrapolated from a standard curve derived using known concentrations.

### Fast-activated cell-based ELISA for phospho-p38 and total p38 MAPK

Fast-activated cell-based ELISA (FACE; In-Cell Western, Active Motif) was used to detect phospho-p38, when phosphorylated at Thr180/Tyr182, and total p38 (Cell Signaling, Danvers, MA), regardless of phosphorylation state, in the combined alpha, beta, gamma, and delta isoforms of p38 MAPK, in the HepG2 cells and in the ARSB-null mice. The ratio of phospho-p38 to total p38 was determined following silencing of ARSB and transfection with different SHP2 vectors.

### Co-immunoprecipitation of SHP2 with chondroitin 4-sulfate

Control or ARSB-silenced HepG2 cell lysates were mixed and incubated with dynabeads (Life Technologies, Carlsbad, CA), which were coated with specific chondroitin 4-sulfate (C4S) antibody (Ly111). C4S and C4S-bound molecules were immunoprecipitated, and immunoprecipitates were subjected to SDS-PAGE and then Western blotting with SHP2 primary antibody and anti-mouse IgG-HRP secondary antibody (R&D). Chemiluminescence of immunoreactive bands was detected and photographed, and band intensity analyzed using Image J software.

### Analysis of GPNMB promoter activity

Human GPNMB promoter construct in a *Renilla reniformis* luciferase reporter gene (Ren SP) vector (LightSwitch Assay, SwitchGear Genomics, Menlo Park, CA) was used to determine differences in GPNMB promoter activation following ARSB silencing by siRNA and exposure to the SHP2 inhibitor PHSP1 (30μM, Sigma-Aldrich), either alone or in combination. The β-actin promoter (GoClone^TM^) construct with *Renilla* luciferase reporter was used as a positive control, and a scrambled sequence (R01) with *Renilla* luciferase reporter was the negative control. These controls showed the effectiveness of transcription and the specificity of the reactions. Transfections were performed when cells were 60–70% confluent, following silencing or treatment for 24 h, using FuGENE HD transfection reagent and the proprietary LightSwitch assay reagent (SwitchGear). After incubation for 24 h, luminescence was measured at 480 nm in a microplate reader (FLUOstar, BMG Labtech) and compared among the different cell preparations.

### Chromatin immunoprecipitation assay for MITF binding to the GPNMB promoter

Binding of MITF to the GPNMB promoter was assessed by chromatin immunoprecipitation (ChIP) assay (ChIP Assay, Active Motif, Carlsbad, CA). For ChIP, IgG control, control silenced, vector control, ARSB-silenced, PHSP1-treated, and ARSB-overexpressed HepG2 cells were fixed with 1% formaldehyde for 10 min at room temperature. This was followed by shearing of chromatin by sonication. The sheared DNA and control IgG were incubated with rabbit polyclonal anti-MITF (MyBioSource) for 1 h. Protein-DNA complexes were precipitated by protein A/G-coupled magnetic beads, and the DNA was purified from the immunoprecipitated complexes by reversal of cross-linking, followed by proteinase K treatment. Then, real-time RT-PCR was performed using Brilliant SYBR Green QRT-PCR Master Mix (Stratagene, La Jolla, CA) and Mx3000 (Stratagene) to amplify the GPNMB promoter. The sequences for the GPNMB promoter were: 5′- CACATCCTGGCACAACATTC-3′ (left) and 5′- CACAGTTACGCACCCTTTCC-3′ (right) and encompassed a putative MITF-binding site (5′-CAGGT-3′) [15–17]. Band intensity was compared among the IgG control, untreated control, control-silenced, vector control, PHSP1-treated, ARSB-silenced, ARSB-overexpressed samples on a 3.0% agarose gel.

### SHP2 activity assay

SHP2 (PTPN11) is a non-receptor tyrosine phosphatase with an SH2 binding domain. SHP2 dephosphorylates p38 MAPK, suppressing p38 MAPK activation [27,28]. SHP2 Duo Set IC activity assay (R&D) was used to measure SHP2 activity in control and treated HepG2 cells and in the liver homogenate of control and ARSB-null mice. In this assay, an anti-SHP2 antibody conjugated to agarose immunoprecipitation (IP) beads was used to pull down both active and inactive SHP2 in the samples. After washing away unbound material, a synthetic phosphopeptide substrate was added to the immunoprecipitates. The substrate was dephosphorylated by active SHP2 in the sample to generate free phosphate and unphosphorylated peptide. The beads were then pelleted by centrifugation and the supernatant was transferred to a microplate. The amount of free phosphate in the supernatant was determined by a sensitive dye-binding assay using malachite green and molybdenic acid. The activity of SHP2 was determined from the phosphate standard curve.

### Confocal imaging of ARSB and GPNMB in HepG2 cells

HepG2 cells were grown in 4-chamber tissue culture slides for 24 hours and stained, as previously [25]. Cells were washed once in 1x PBS containing 1 mM calcium chloride (pH 7.4), and fixed for 1.5 hours with 2% paraformaldehyde. Cells were washed with PBS with 1 mM calcium chloride and 0.08% saponin. Then, cells were blocked with 5% normal horse serum, incubated overnight with rabbit ARSB polyclonal antibody (1:100; Open Biosystems, GE Dharmacon, Lafayette, CO) at 4°C, then washed and stained with anti-rabbit Alexa Fluor® IgG 488 (green, 1:100, Invitrogen, Carlsbad, CA). Preparations were stained with goat GPNMB antibody and with anti-goat Alexa Fluor® IgG 568 (orange-red, Invitrogen)**.** Cells were mounted with DAPI (4’,6-diamidino-2-phenylindole; ProLong gold antifade reagent with DAPI, Invitrogen)-containing mounting media for nuclear staining. Slides were coverslipped and observed using a Zeiss LSM 510 laser scanning confocal microscope equipped with a 63x water-immersion objective. The fluorochromes were scanned sequentially, and the collected images were exported with Zeiss LSM Image Browser software as TIFF files.

### Statistical analysis

Results are the mean ± standard deviation (SD) of at least three independent biological samples with two technical replicates of each assay. Statistical significance was determined by one-way analysis of variance followed by the Tukey-Kramer post-test to correct for multiple comparisons, using InStat3 software (GraphPad, San Diego, CA), unless stated otherwise. A p-value of ≤0.05 was considered statistically significant. In the figures, *** indicates p ≤ 0.001, ** indicates 0.001< p≤0.01, and * indicates 0.01<p≤0.05.

## Results

### Decline in ARSB activity increases GPNMB expression

In a cDNA microarray of hepatic tissue from ARSB-null mice, GPNMB was the only gene that was significantly upregulated [1]. 

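Hepatic tissue from 3 ARSB-null and 3 control male mice, all 12 weeks of age and on the C57BL/6J background, was compared on 6 arrays, with 1 array per liver. ARSB (arylsulfatase B) is the lysosomal enzyme that removes the 4-sulfate group from chondroitin 4-sulfate and dermatan sulfate. The sample labels give no treatment, and state that the animals were killed under ketamine and xylazine, whereas the paper's methods name carbon dioxide inhalation; both add cervical dislocation. The authors labeled the RNA, hybridized it to a whole-transcript mouse gene array, normalized the signals by quantiles and summarized them to 1 value per probe set. The submitters' processing notes name RMA and Partek, without versions, and the deposited values are log2 signals, with a median between 6.50 and 6.60 on each array. The paper names the second-generation Mouse Gene ST array, whereas the row identifiers are those of GEO's annotation of the first-generation one. Of the 35556 probe sets, 21789 carried 1 gene symbol, 1621 carried several and 12146 are unnamed here; genes were named only from the first of these groups. The expression of Arsb itself was read by 2 probe sets. On the brighter one, the log2 signal was 7.63, 7.46 and 7.64 in the ARSB-null livers and 10.21, 10.23 and 10.21 in the controls, 6.23-fold lower in the ARSB-null livers (ARSB-null minus control log2 difference -2.64, standard error 0.10, adjusted p = 0.000639 from limma). On the other, the log2 difference was -2.66 (adjusted p = 0.000639 from limma). The paper's text does not name the lesion of the allele, so the position of these probe sets relative to it is not known. All 35556 probe sets were compared between the groups by limma's moderated test, with Benjamini-Hochberg adjustment and a threshold of 0.05, since the paper's text names no filter for the array, and no threshold beyond the p of 0.05 it gives for all its experiments. The number of arrays limits the precision.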

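In the ARSB-null livers, 2 probe sets were higher and 5 were lower than in the controls. The higher ones were those of Gpnmb, a transmembrane glycoprotein, and of Vcam1, the endothelial and macrophage adhesion molecule for leukocytes. The lower ones were both probe sets of Arsb, those of Saa2 and Saa1, the serum amyloid A proteins that the liver secretes in the acute phase response, and 1 without a gene name. The log2 signal of Vcam1 was 9.51 ± 0.07 (SD, n = 3) in ARSB-null and 8.04 ± 0.21 (SD, n = 3) in control liver, a 2.78-fold increase (adjusted p = 0.0487 from limma). Saa2 was 17.2-fold lower, with a log2 signal of 9.14 ± 0.30 (SD, n = 3) against 13.25 ± 0.28 (SD, n = 3; adjusted p = 0.00173 from limma), and Saa1 was 9.50-fold lower (adjusted p = 0.0103 from limma). Saa1 and Saa2 are near-identical paralogs, and their probe sets can share signal.

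**Figure D1:**
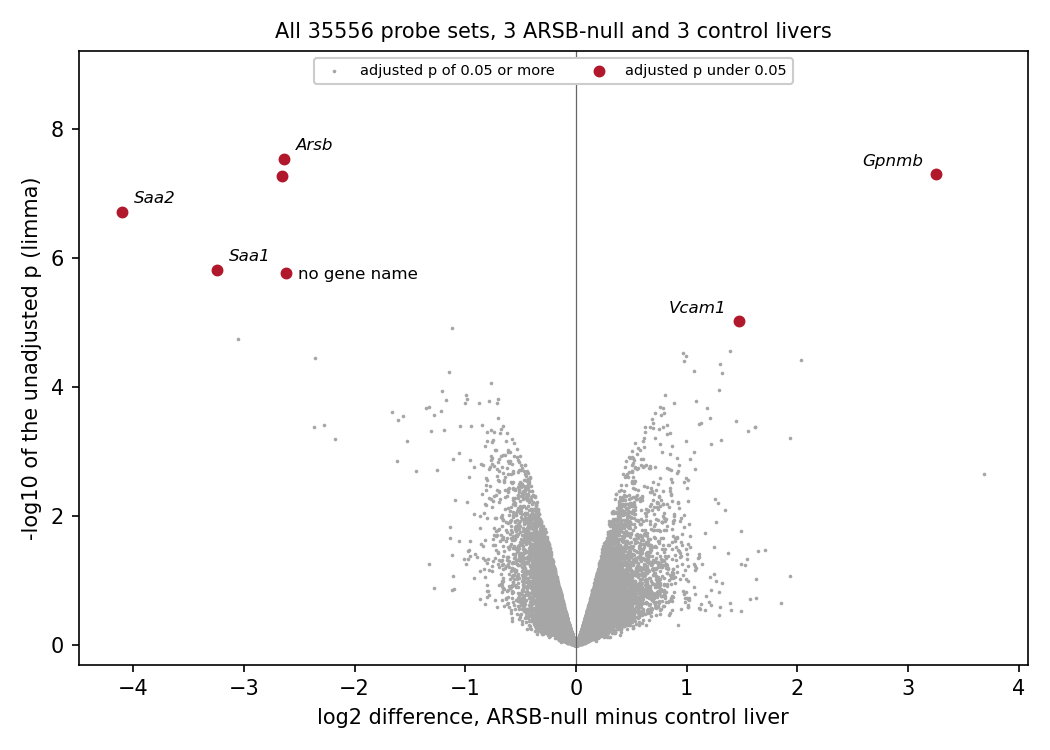
Log2 difference between ARSB-null and control liver (horizontal axis) against -log10 of the unadjusted p from limma (vertical axis) for all 35556 probe sets. The 7 probe sets past an adjusted p of 0.05 are in red and named, with Gpnmb and Vcam1 on the right and Arsb (2 probe sets), Saa1, Saa2 and 1 probe set without a gene name on the left.

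The next genes by p did not pass the threshold. Among those with more signal in ARSB-null liver were Ms4a7, a macrophage membrane protein (log2 difference 1.39, adjusted p = 0.0941), Mmp12, the macrophage elastase (0.96, adjusted p = 0.0941), Jchain, the joining chain of immunoglobulins (1.30, adjusted p = 0.0990), Lrtm1 (1.07), Gpr137b-ps (1.32), Gpx6 (1.30), Scrn1 (0.80) and Ednrb, an endothelin receptor (1.09), the last 5 with an adjusted p of 0.114 to 0.195. Among those with less were Cd72, a lectin of B cells (-1.12, adjusted p = 0.0553), Orm2, an acute phase orosomucoid (-3.05, adjusted p = 0.0712), Obp2a (-2.36, adjusted p = 0.0941), Trhde (-1.15), Golm1 (-0.77), Gbp2b (-0.99) and Dnajb9, a chaperone of the endoplasmic reticulum (-0.71). Of 20 acute phase genes, 2 were lower over all probe sets and 7 when adjusted over the list alone, among them Saa3 (-1.61), Lcn2 (-2.37) and Orm3 (-2.18), and none was higher (camera with a preset correlation, adjusted p = 3.77e-12; adjusted p = 0.346 with an estimated correlation and 0.0520 by fry). Of 20 measured genes of lipid-laden macrophages, a list without Gpnmb, none was past the threshold over all probe sets, and 7 were higher and none lower when adjusted over the list alone, among them Ms4a7, Mmp12, Lgals3 (galectin-3, 0.67) and Trem2 (0.45); the list's adjusted p was 2.61e-10 by camera, 0.180 with an estimated correlation and 0.0475 by fry. Of 22 general markers of Kupffer cells and macrophages, 2 were higher (Cd68, 0.53, and C1qa, 0.39) and 2 lower (Folr2, -0.75, and Cd163, -0.77) when adjusted over the list alone, and the list as a whole was not past the test (adjusted p = 0.526 by camera). Of the lists of blood cells, those of T and NK cells (adjusted p = 0.660 by camera) and of B and plasma cells (0.152) were not past the test. Of 7 measured erythroid genes, 3 were lower when adjusted over the list alone, among them Slc4a1 (-1.56) and Alas2 (-0.81; list adjusted p = 2.33e-05 by camera, 0.292 with an estimated correlation and 0.0520 by fry), and of 15 genes of monocytes and neutrophils, 3 were lower (Lcn2, which is also on the acute phase list, and Chil3 and Ngp, both under the median signal of the arrays; list adjusted p = 5.68e-05 by camera, 0.180 with an estimated correlation, 0.0520 by fry and 0.465 by camera among above-median genes alone). With the replicate number as a block, 1 probe set was higher and 3 were lower, and Vcam1 (adjusted p = 0.195), Saa2 (0.0618) and Saa1 (0.105) were no longer past the threshold; without any 1 of the 6 arrays Vcam1 had an adjusted p of 0.0510 to 0.376, and Saa1 lost its call without any array but the control numbered 6 (0.0510 to 0.0831). When only the 21789 probe sets with 1 gene symbol were tested, 27 were higher and 33 lower, and with the block as well, chosen after seeing the data, Vcam1 (0.00249), Saa2 (0.000101) and Saa1 (0.000258) were past the threshold; with array medians centred, 1 was higher and 6 were lower; and with both arrays numbered 4 left out, an alternative chosen after seeing the data, limma called 1 higher and 0 lower (1716 and 1292 at an unadjusted p under 0.05).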

GPNMB expression increased 9.5 fold, compared to wild-type C57BL/6J control, and further studies were initiated to confirm this increase and to investigate the mechanism by which decline in ARSB produced this marked increase. 

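Gpnmb, which encodes a transmembrane glycoprotein of macrophages, osteoclasts and melanocytes, was measured by 1 probe set. Its log2 signal was 8.79, 8.73 and 8.77 in the 3 ARSB-null livers and 5.77, 5.42 and 5.36 in the 3 control livers. The means were 8.77 ± 0.03 (SD, n = 3) and 5.51 ± 0.22 (SD, n = 3), a log2 difference of 3.25 (standard error 0.13, adjusted p = 0.000639 from limma), which is a 9.53-fold increase with a 95% interval of 7.68 to 11.8. Every ARSB-null liver lay above every control liver (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow).

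**Figure D2:**
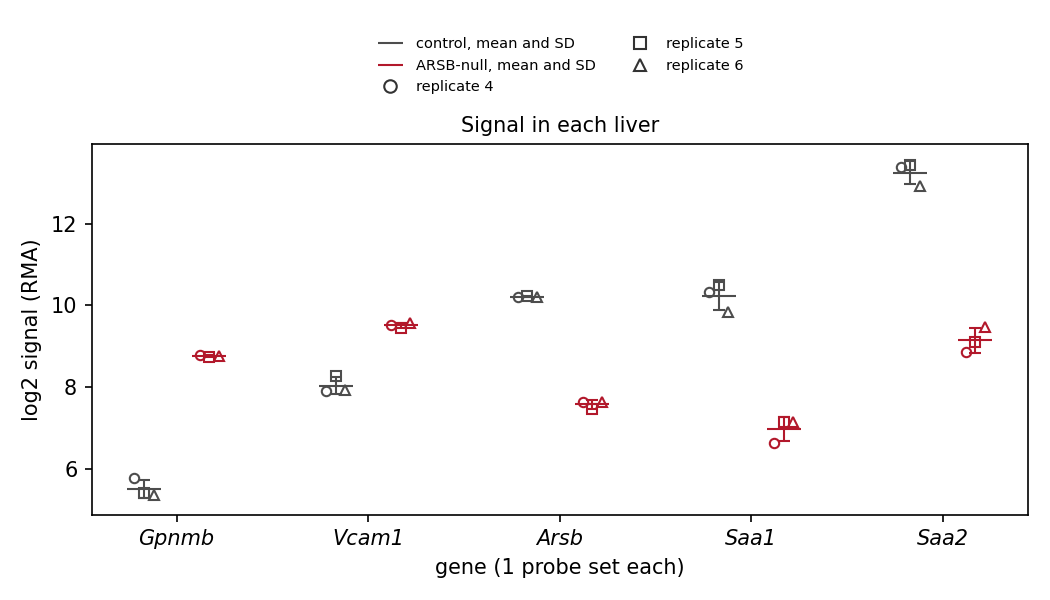
Log2 signal (vertical axis) of Gpnmb, Vcam1, Arsb, Saa1 and Saa2 in each liver, by replicate number, for control (grey) and ARSB-null (red) mice; long bars are means and error bars are SD (n = 3). Gpnmb lies between 8.73 and 8.79 in ARSB-null and between 5.36 and 5.77 in control liver.

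By an analysis of variance for each probe set alone, without limma's shared spread, the p of Gpnmb was 1.48e-05 unadjusted and 0.0957 adjusted. The paper states that this increase led to further studies, of GPNMB protein and of the mechanism that links a decline in ARSB to it.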

GPNMB protein was measured in control and ARSB-silenced HepG2 cells, and in the liver tissue of control and ARSB-null mice**.** GPNMB increased from 5.1 ± 0.4 ng/mg protein to 26.8 ± 1.1 ng/mg protein following ARSB silencing (p<0.001, one-way ANOVA with Tukey-Kramer post-test), and declined to 2.4 ± 0.2 ng/mg protein when ARSB was overexpressed (p<0.001) (n = 6 per group) (**Fig 1A**). In the hepatic tissue of ARSB-null male and female mice, the GPNMB concentration was 27.1 ± 2.7 and 23.5 ± 2.8 ng/mg protein, respectively. In contrast, in control male and female hepatic tissue, GPNMB concentrations were 4.6 ± 0.4 and 4.2 ± 0.6 ng/mg protein, respectively (total n = 20) (**Fig 1B**). Serum levels were also increased in the ARSB-deficient female and male mice (p = 0.05, unpaired t-test, two-tailed) (**Fig 1C**). These findings confirmed the results of the cDNA microarray, and indicated marked increases in GPNMB expression following ARSB decline.

**Fig 1:**
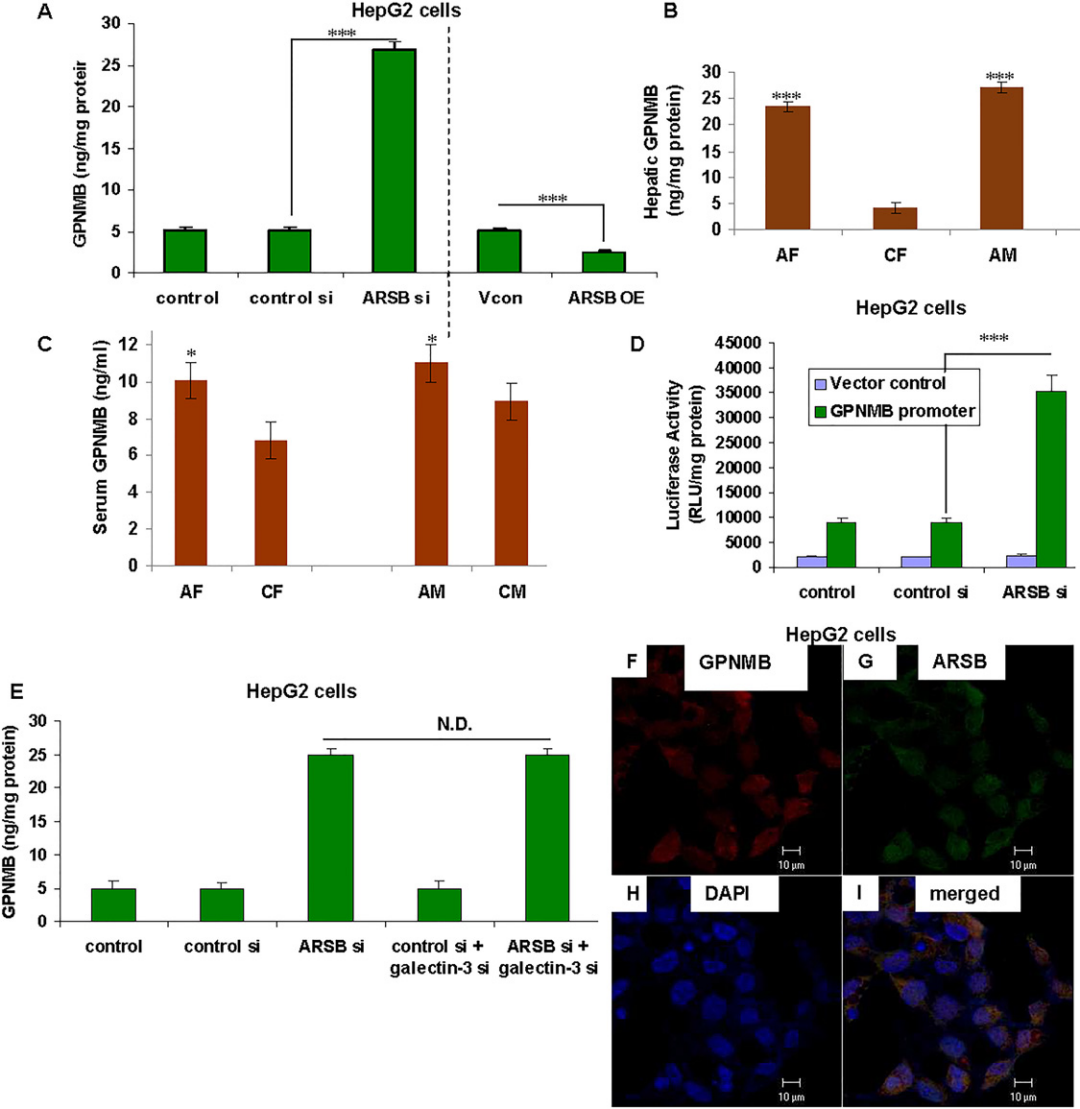
Increase in GPNMB following ARSB decline in hepatic cells and in ARSB-deficient mice is not mediated by galectin-3. **(A)** GPNMB protein was measured by ELISA in the HepG2 cells following ARSB knockdown. The level increased from 5.1 ± 0.4 ng/mg protein to 26.8 ± 1.1 ng/mg protein when ARSB was silenced by siRNA (p<0.001; one-way ANOVA with Tukey-Kramer post-test; n = 6)). Following ARSB overexpression, GPNMB declined to 2.4 ± 0.2 ng/mg protein (p<0.001, n = 6). **(B)** In hepatic tissue from ARSB-null mice, gpnmb mRNA expression increased to more than 5.5 times the baseline in both female and male mice, compared to controls (p<0.001; n = 5 per group). **(C)** GPNMB also increased in the serum of the ARSB-null female and male mice, compared to normal, gender-matched controls (p<0.05, unpaired t-test, two-tailed; n = 5 per group). **(D)** GPNMB promoter activity was detected by luciferase assay, and increased to ~3.5 times the baseline level when ARSB was silenced (p<0.001, n = 6). **(E)** In the HepG2 cells, galectin-3 silencing did not inhibit the increase in GPNMB that followed ARSB silencing (n = 3). **(F,G,H,I)** In the HepG2 cells, confocal images show prominent GPNMB staining (**F**, red) and ARSB staining (**G**, green) diffusely throughout the cytoplasm. Co-localization is apparent in the merged image (**I,** yellow). Nuclei are stained blue by DAPI (**H**). [AF = ARSB-null female; AM = ARSB-null male; ARSB = arylsulfatase B; GPNMB = glycoprotein (transmembrane) NMB; CF = control female; CM = control male; N.D. = no difference; OE = overexpression; si = siRNA; Vcon = vector control]

### Increase in GPNMB expression was not mediated by Galectin-3

GPNMB promoter activity was detected by luciferase assay in the HepG2 cells. Promoter activity increased to 3.92 times the baseline level when ARSB was silenced, (p<0.001; n = 6) (**Fig 1D**), confirming that a transcriptional mechanism was involved. In previous work, transcriptional effects of decline in ARSB and the resulting increase in chondroitin 4-sulfation were mediated by reduced binding of galectin-3 to C4S, leading to increased nuclear galectin-3 [18,19]. Nuclear galectin-3 then acted with AP-1 or with Sp1 to enhance transcriptional events. However, in the HepG2 cells, silencing galectin-3 did not inhibit the increase in GPNMB which followed ARSB knockdown (**Fig 1E**). Hence, galectin-3 was not implicated in the transcriptional mechanism by which decline in ARSB increased GPNMB expression. Confocal images demonstrate the co-localization of ARSB and GPNMB in the HepG2 cells. GPNMB (**Fig 1F**, red). and ARSB (**Fig 1G**, green) co-localize (**Fig 1H**) throughout the cytoplasm and on the cell membrane, yielding a merged yellow image.

Similar effects of ARSB silencing on GPNMB expression were observed in human prostate stromal (3.6 ± 0.3 to 18.3 ± 1.1 ng/mg protein) and epithelial cells (4.8 ± 0.4 to 24.7 ± 1.6 ng/mg protein). Galectin-3 silencing did not inhibit these increases in GPNMB induced by ARSB silencing (data not shown). These findings also indicated that a different transcriptional mechanism was involved in the increased expression of GPNMB that followed decline in ARSB.

### Increases in nuclear MITF and in GPNMB promoter activation follow decline in ARSB

Published reports in other cells indicated that the transcription factor MITF was required for the increase in GPNMB expression [15–17]. This suggested that MITF might be involved in the transcriptional effect of ARSB on GPNMB in the hepatic cells and tissue. Measurement of nuclear phospho(Ser180,Ser73)-MITF in the control and ARSB-silenced HepG2 cells demonstrated an increase in nuclear MITF to 1.22 ± 0.11 ng/mg protein from a control value of 0.36 ± 0.001 ng/mg protein (**Fig 2A**). ARSB overexpression reduced the nuclear MITF to 0.20 ± 0.02 ng/mg. Measurement of nuclear MITF in the liver tissue of control and ARSB-null mice also demonstrated an increase in nuclear MITF to more than 300% the baseline value in both male and female mice (p<0.001) (**Fig 2B**). Western blot confirmed the increase in nuclear p-MITF in the HepG2 cells following ARSB silencing (**Fig 2C**).

**Fig 2:**
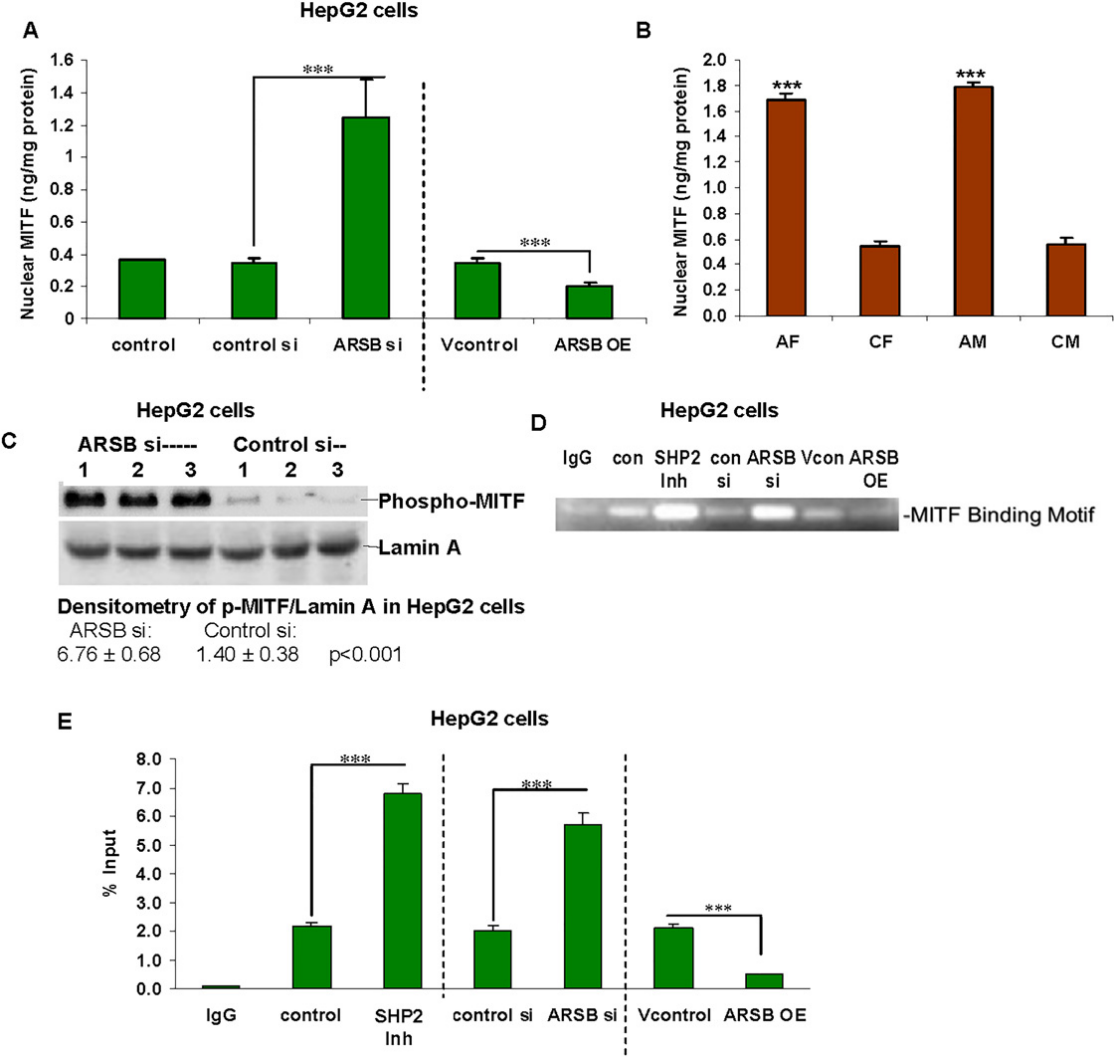
Nuclear MITF and activation of GPNMB promoter follow decline in ARSB. **(A)** Nuclear MITF increased from 0.36 ± 0.001 ng/mg protein to 1.22 ± 0.11 ng/mg protein following ARSB silencing (p<0.001,n = 6). Nuclear MITF declined to 0.20 ± 0.02 ng/mg protein when ARSB was overexpressed (p = 0.003, unpaired t-test, two-tailed; n = 3). **(B)** In the hepatic tissue of the ARSB-null female and male mice, nuclear MITF increased to ~3 times the level in the normal age- and gender-matched C57BL/6J mice (p<0.001, n = 12). **(C)** Western blot shows marked increase in density of the bands for nuclear phospho-MITF in the HepG2 cell following ARSB silencing. The nuclear envelope protein Lamin A was used as control. Densitometry showed that intensity increased to ~4.8 times the control level. **(D)** Chromatin immunoprecipitation assay demonstrated increased binding to the MITF motif in the GPNMB promoter following ARSB silencing and reduced binding following ARSB overexpression in the HepG2 cells (n = 6). Treatment of the cells with the SHP2 inhibitor (PHSP1) also increased the binding to the MITF motif. **(E)** Densitometry of the MITF binding to the GPNMB promoter increased following ARSB knockdown or treatment with the SHP2 inhibitor PHSP1. Following ARSB overexpression, MITF binding declined significantly. [AF = ARSB-null female; AM = ARSB-null male; ARSB = arylsulfatase B; CF = control female; ChIP = chromatin immunoprecipitation; CM = control male; con = control; GPNMB = glycoprotein (transmembrane) NMB; Inh = inhibitor; MITF = microphthalmia-associated transcription factor; N.D. = no difference; OE = overexpression; SHP2 Inh = PHSP1 = SHP2 inhibitor; si = siRNA; Vcon = vector control]

The mechanism by which decline in ARSB increased GPNMB was further evaluated in relationship to increase in nuclear MITF. Chromatin immunoprecipitation (ChIP) assay demonstrated increased binding of phospho-MITF to the MITF consensus sequence (5′-CAGGT-3′) in the GPNMB promoter when ARSB was silenced and reduced binding when ARSB was overexpressed (**Fig 2D**). The DNA binding % increased from the control value of 2.3 ± 0.2% to 5.7 ± 0.4% in ARSB-silenced HepG2 cells (**Fig 2E**). Inversely, ARSB overexpression inhibited the binding of MITF to the GPNMB promoter (p<0.001; n = 6). These findings indicated that changes in ARSB regulated the GPNMB promoter activation through effects on MITF. (The ChIP assay was also performed using PHSP1, an SHP2 inhibitor, as detailed below.)

### p38 MAPK inhibitor blocks increases in GPNMB expression and nuclear MITF

The impact of several inhibitors on the expression of GPNMB following ARSB silencing was determined. SB203580, a p38 MAPK inhibitor, very strongly inhibited the expression of GPNMB protein in ARSB-silenced and control cells at a concentration of 10μM x 24 h (p<0.001) (**Fig 3A**). Inhibition of the tyrosine kinase pathway by genistein (10μM x 24 h) also reduced the GPNMB level in the ARSB-silenced cells (p<0.001). The PI3K/AKT inhibitor, LY294002 (50μM x 24h), had no effect on GPNMB expression in either ARSB- silenced or control HepG2 cells. Decline in GPNMB expression was not attributable to an effect of these inhibitors on cell survival, since cell survival was ~95% in both untreated and treated cells. Also, the mRNA expression of lysosomal enzymes, including N-acetylgalactosamine 6-sulfatase, α-galactosidase A, and LFEB, was not reduced following ARSB knockdown, indicating that a generalized effect on lysosomal biogenesis did not occur.

**Fig 3:**
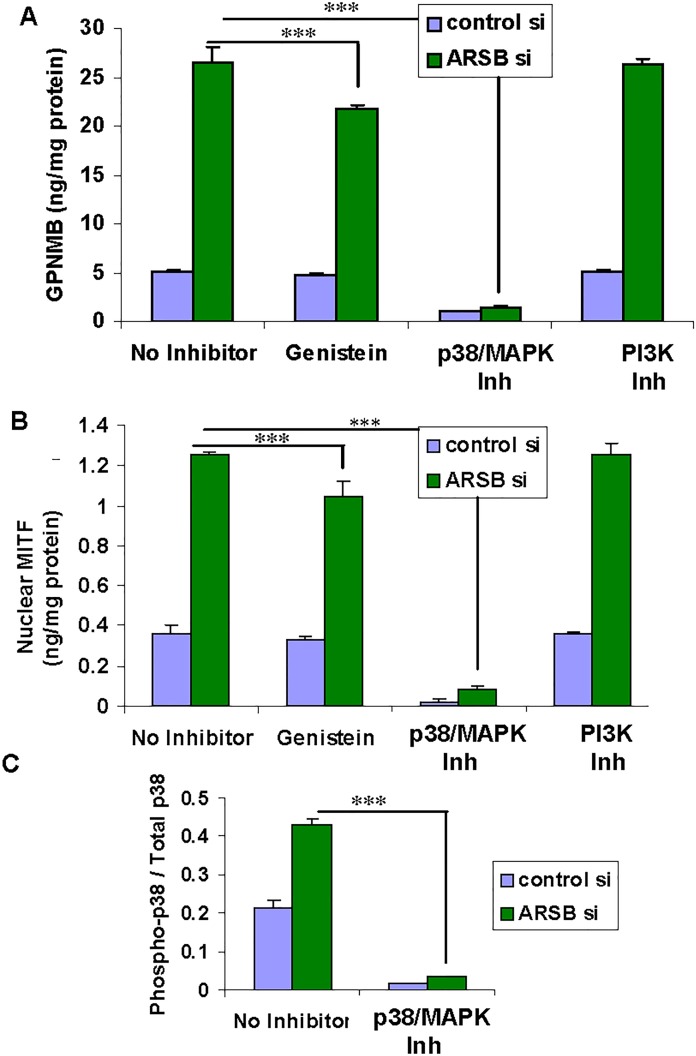
Phospho-p38 inhibitor blocks increases in GPNMB and nuclear MITF. **(A)** When HepG2 cells were treated with the phospho-p38 MAPK inhibitor SB20350, the ARSB siRNA- induced increase in GPNMB declined from 26.4 ± 1.7 ng/mg protein to 1.4 ± 0.2 ng/mg protein (p<0.001, n = 3). Baseline GPNMB declined >80% (from 5.1 ± 0.2 ng/mg protein to 1.0 ± 0.04 ng/mg protein) following exposure to SB20350. Genistein also significantly reduced GPNMB, to 21.7 ± 0.4 ng/mg protein (p<0.001, n = 3), but the PI3K/AKT inhibitor (LY294002) had no effect. **(B)** The increase in nuclear MITF induced by ARSB siRNA was inhibited by SB20350, declining from 1.25 ± 0.02 ng/mg protein to 0.084 ± 0.015 ng/mg protein (p<0.001; n = 3). Genistein also significantly inhibited the ARSB siRNA-induced increase (to 1.04 ± 0.07 ng/mg protein; p<0.001; n = 3), but LY294002 had no effect. **(C)** The phospho-p38 MAPK to total p38 ratio was determined by fast-activated cell-based ELISA. The ratio more than doubled following ARSB silencing (from 0.21 ± 0.02 to 0.43 ± 0.02), and declined significantly following exposure to SB20350 (to 0.015 ± 0.002 with control siRNA and to 0.032 ± 0.003 with ARSB siRNA), demonstrating the effectiveness of the inhibitor. [ARSB = arylsulfatase B; GPNMB = glycoprotein (transmembrane) NMB; MITF = microphthalmia-associated transcription factor; si = siRNA]

The increase in nuclear MITF that followed ARSB silencing was profoundly inhibited by the phospho-p38 MAPK inhibitor SB203580 and by genistein, but not by the PI3K/AKT inhibitor (**Fig 3B**). Effectiveness of the p38 phosphorylation inhibitor was shown by the marked decline in the phospho-p38 to total p38 ratio following treatment (**Fig 3C**).

### SHP2 activity declines when ARSB is reduced and increases with ARSB overexpression

Since SHP2 is required for the tyrosine dephosphorylation of p38 MAPK and p38 phosphorylation was implicated in the increases in nuclear MITF and GPNMB, the activity of SHP2 (expressed as nmol / mg protein / 0.5hr) in the ARSB null mice and in the HepG2 cells was evaluated following ARSB silencing and overexpression. In the ARSB-silenced HepG2 cells, SHP2 activity declined significantly (p<0.001), but increased when ARSB was overexpressed (p<0.001) (**Fig 4A**). SHP2 activity was also significantly reduced in the hepatic tissue of the ARSB null mice (male ~40% reduction and female ~34% reduction) (p<0.001; n = 12) (**Fig 4B**).

**Fig 4:**
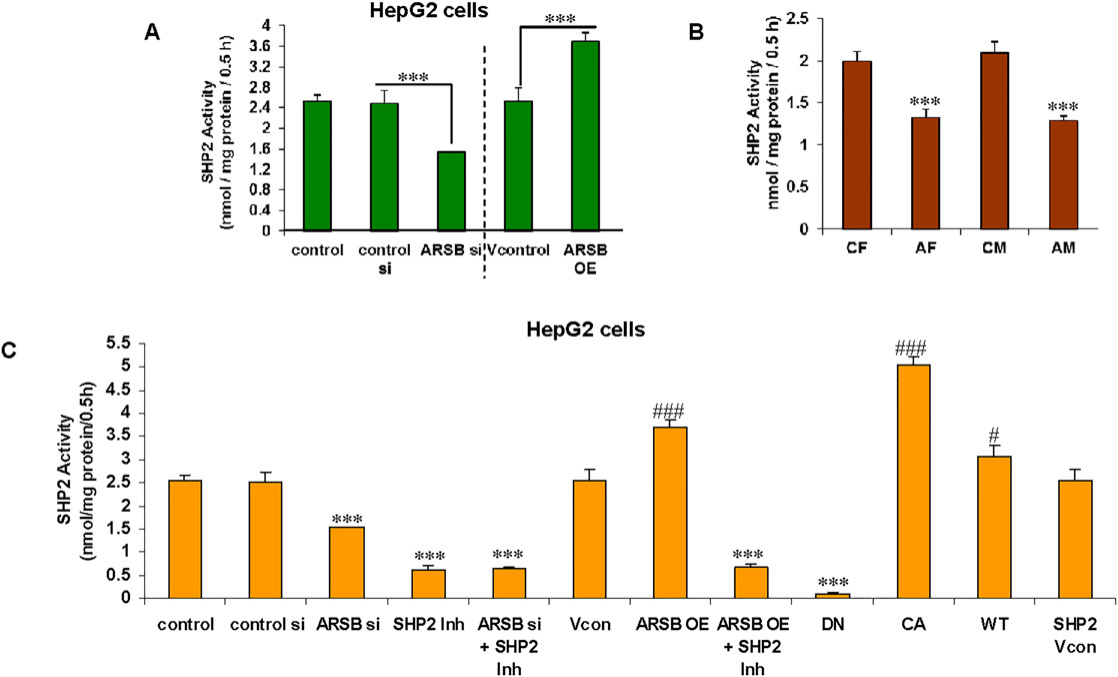
Decline in SHP2 activity follows decline in ARSB in HepG2 cells and in ARSB-null mice. **(A)** The SHP2 activity declined ~36% from (2.49 ± 0.15 nmol/mg protein/0.5 h to 1.59 nmol/mg protein/0.5h) following ARSB silencing (p<0.001; n = 6), and increased to 3.70 ± 0.16 nmol.mg protein/0.5h when ARSB was overexpressed in the HepG2 cells (p<0.001; n = 3). **(B)** SHP2 activity was markedly reduced in the ARSB-null mice (declining from 1.99 ± 0.12 to 1.33 ± 0.10 nmol/mg protein/0.5h, p = 0.001 (F); and 2.09 ± 0.13 to 1.28 ± 0.06 nmol/mg protein/h, p = 0.0006 (M), unpaired t-test, two-tailed; n = 3 per group). **(C)** The impact of different SHP2 DNA constructs on the SHP2 activity was tested. Constitutively active(CA)- and wild-type(WT)-SHP2 DNA increased the SHP2 activity (p<0.001, p<0.05), and dominant negative (DN)-SHP2 DNA inhibited the SHP2 activity (p<0.001). ARSB siRNA, the SHP2 inhibitor PHSP1, and PHSP1 in combination with ARSB siRNA or with ARSB OE reduced the activity (p<0.001; n = 3), in comparison to the controls. SHP2 activity in the CA was ~50 times greater than in the DN (5.04 ± 0.10 nmol/mg protein/0.5h vs. 0.10 ± 0.01 nmol/mg protein/0.5h). [AF = ARSB-null female; AM = ARSB-null male; ARSB = arylsulfatase B; CA = constitutively active; CF = control female; CM = control male; DN = dominant negative; OE = overexpression;si = siRNA; WT = wild-type; * for decrease; # for increase]

The effects of different SHP2 DNA constructs were tested in the HepG2 cells using the SHP2 activity assay (**Fig 4C**). As expected, constitutively active (CA) and wild-type (WT) SHP2 DNA increased the SHP2 activity. Dominant negative (DN)-SHP2 DNA construct reduced the activity. The SHP2 chemical inhibitor PHSP1 [35] markedly inhibited the SHP2 activity, and the combination of PHSP1 and ARSB silencing did not further inhibit the SHP2 activity.

### Decline in SHP2 increases phospho-p38 to total p38 ratio, nuclear MITF, GPNMB promoter activation, and GPNMB

The phosphorylation of p38 MAPK was detected by fast-activated cell-based ELISA in treated and control HepG2 cells, following transfection with the SHP2 DNA vectors described above. Increase in the phospho-p38 to total p38 ratio followed treatment with ARSB siRNA, the SHP2 inhibitor PHSP1, or transfection by DN-SHP2 DNA (p<0.001; n = 5). The phospho-p38 to total p38 ratio increased by >100%, 75% and 80%, respectively, due to these treatments (**Fig 5A**). In contrast, ARSB overexpression reduced the ratio of phospho-p38 to total p38 by more than 50% (p<0.01), and transfection with CA-SHP2 DNA vector (p<0.001) decreased the ratio to less than 10% of the control value. PHSP1 treatment of ARSB-silenced HepG2 cells had no additional impact on the ratio.

**Fig 5:**
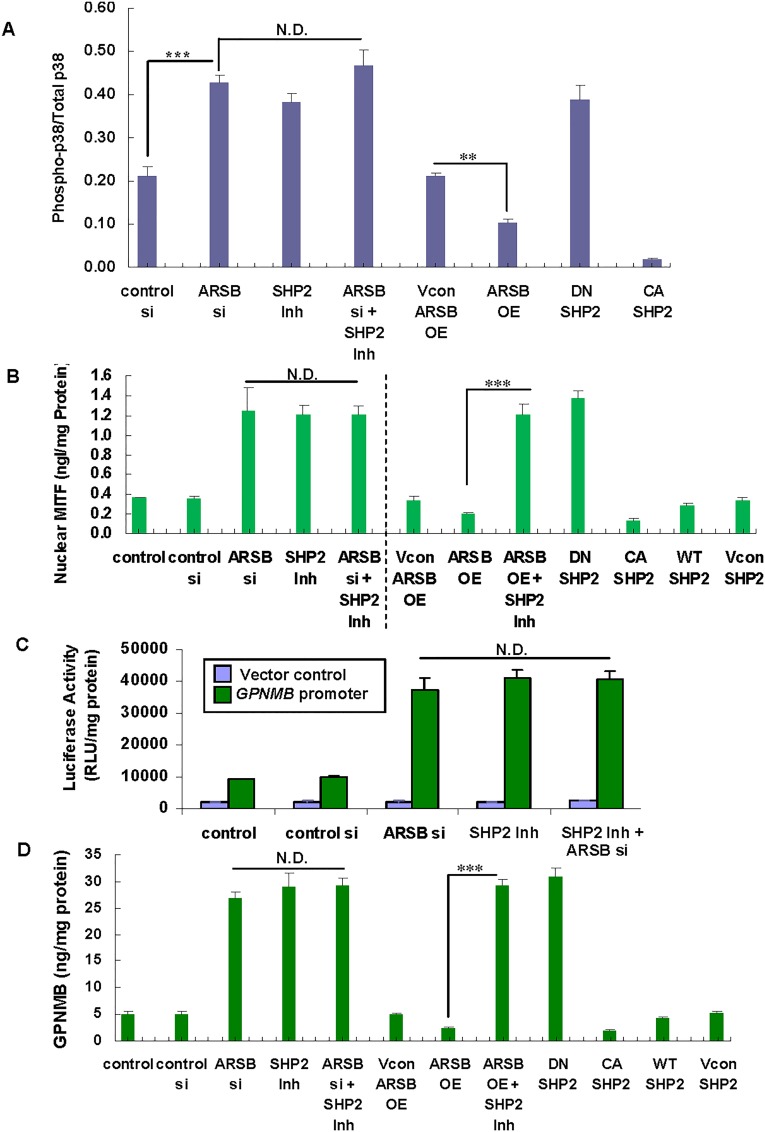
Decline in SHP2 leads to increases in phospho-p38 to total p38 ratio, nuclear MITF, GPNMB promoter activity, and GPNMB in HepG2 cells. **(A)** The ratio of phospho-p38 to total p38 increased to 0.43 ± 0.02 following ARSB siRNA and to 0.38 ± 0.02 following PHSP1 treatment from a control level of 0.21 ± 0.02 (p<0.001; n = 5). DN-SHP2 DNA also increased the ratio (to 0.39 ± 0.03). In contrast, ARSB overexpression (p<0.01) and CA-SHP2 DNA construct (p<0.001) decreased the ratio to 0.10 ± 0.01 and 0.02 ± 0.002, respectively.**(B)** Nuclear MITF increased following ARSB silencing (1.25 ± 0.23 ng/mg protein) and treatment with the DN-SHP2 DNA vector (to 1.37 ± 0.08 ng/mg protein) and the SHP2 inhibitor PHSP1 (1.20 ± 0.10 ng/mg protein) from a control level of 0.36 ± 0.001 ng/mg protein(p<0.001; n = 5), in contrast to the declines following ARSB overexpression or treatment with the CA-SHP2 or WT-SHP2 DNA vectors. PHSP1 treatment of cells in which ARSB was overexpressed reversed the decline in nuclear MITF (p<0.001; n = 5). **(C)** GPNMB promoter activity was increased by PHSP1 to ~4.4 times the control level (p<0.001; n = 5) and by ARSB silencing (to ~4.0 times control), as previously noted (**Fig 2C**). The combination of ARSB siRNA and PHSP1 had no greater effect. **(D)** GPNMB protein was increased by ARSB silencing, PHSP1, and DN SHP2 and reduced by ARSB overexpression, CA SHP2, and WT SHP2. Increase was greatest following CASHP2, increasing to 30.9 ± 1.7 ng/mg protein from control level of 5.13 ± 0.13 ng/mg protein. [ARSB = arylsulfatase B; CA = constitutively active; DN = dominant negative; GPNMB = glycoprotein (transmembrane) NMB; Inh = inhibitor; MITF = microphthalmia-associated transcription factor; OE = overexpression; RLU = relative luciferase units; si = siRNA; Vcon = vector control; WT = wild-type]

In addition to its critical role in the regulation of p38 phosphorylation, the effects of SHP2 on phospho-MITF, on the GPNMB promoter activation, and on GPNMB expression were determined. Nuclear MITF increased to 1.25 ± 0.23, 1.20 ± 0.01 and 1.37 ± 0.08 ng/mg protein in ARSB-silenced, PHSP1-treated, and DN-SHP2 transfected cells, respectively, from a control value of 0.36 ± 0.001 ng/mg protein (p<0.001; n = 5) (**Fig 5B**). In contrast, ARSB overexpression and transfection with CA-SHP2 or WT-SHP2 DNA vector decreased the nuclear MITF (range: 0.14 ± 0.01 to 0.28 ± 0.02 ng/mg protein) from the baseline level. PHSP1 treatment of the cells in which ARSB was overexpressed nullified the inhibitory effect of ARSB overexpression and increased the nuclear MITF to 1.21 ± 0.09 ng/mg protein (p<0.01; n = 5).

GPNMB promoter activation was determined by luciferase assay, which demonstrated that ARSB silencing or inhibition of SHP2 by PHSP1 (30μM x 24h) stimulated the GPNMB promoter activity more than 3-fold in comparison to control values (p<0.001; n = 5) (**Fig 5C**). The combination of ARSB silencing and PHSP1 had no greater effect than PHSP1 or ARSB siRNA alone. Chromatin immunoprecipitation (ChIP) assay demonstrated increased binding of phospho-MITF to an MITF consensus sequence (5′-CAGGT-3′) in the GPNMB promoter when ARSB was silenced or following treatment with the SHP2 inhibitor (PHSP1, 30μM x 24 h) (**Fig 2D and 2E**). The DNA binding % increased from the control value of 2.3 ± 0.2% to 5.7 ± 0.4% and 6.8 ± 0.3% in the ARSB-silenced and PHSP1-treated groups, respectively.

Both ARSB silencing and PHSP1 increased the GPNMB protein content (p<0.001; n = 3), and the combination of ARSB siRNA and PHSP1 did not show any additive effect on GPNMB expression. Transfection by DN-SHP2 DNA vector increased the GPNMB content to ~6 times the baseline value. The SHP2 inhibitor, PHSP1, increased the GPNMB level to 29.0 ± 2.7 ng/mg protein, and PHSP1 reversed the inhibitory effect of ARSB overexpression. ARSB overexpression and transfection by CA-SHP2 decreased GPNMB content ~50% in the HepG2 cells (**Fig 5D**).

Overall, these experiments indicated that inhibition of SHP2 increased the phospho-p38 to total p38 ratio, nuclear MITF, GPNMB promoter activation, and total GPNMB. In contrast, WT-SHP2, CA-SHP2, and ARSB overexpression reduced these parameters.

### SHP2 activity is regulated by interaction with C4S

The mechanism by which ARSB and C4S regulated the effects of SHP2 on downstream phosphorylations was addressed. Based on previous findings that C4S bound vital molecules more or less tightly depending on the chondroitin 4-sulfation, ARSB-silenced and control HepG2 cell extracts were immunoprecipitated with a specific antibody to C4S, and the immunoprecipitates were subjected to Western blot with specific antibody to SHP2. When ARSB activity was reduced and chondroitin 4-sulfation increased, the co-immunoprecipitation of SHP2 with C4S increased (**Fig 6A**). Densitometry demonstrated the significant increase in the SHP2 that co-immunoprecipitated with C4S (p = 0.007, unpaired t-test, two-tailed) following ARSB silencing (**Fig 6B**). Hence, interaction of SHP2 with more sulfated C4S reduced the SHP2 activity, leading to decline in GPNMB expression through effects on phospho-p38 and phospho-MITF.

**Fig 6:**
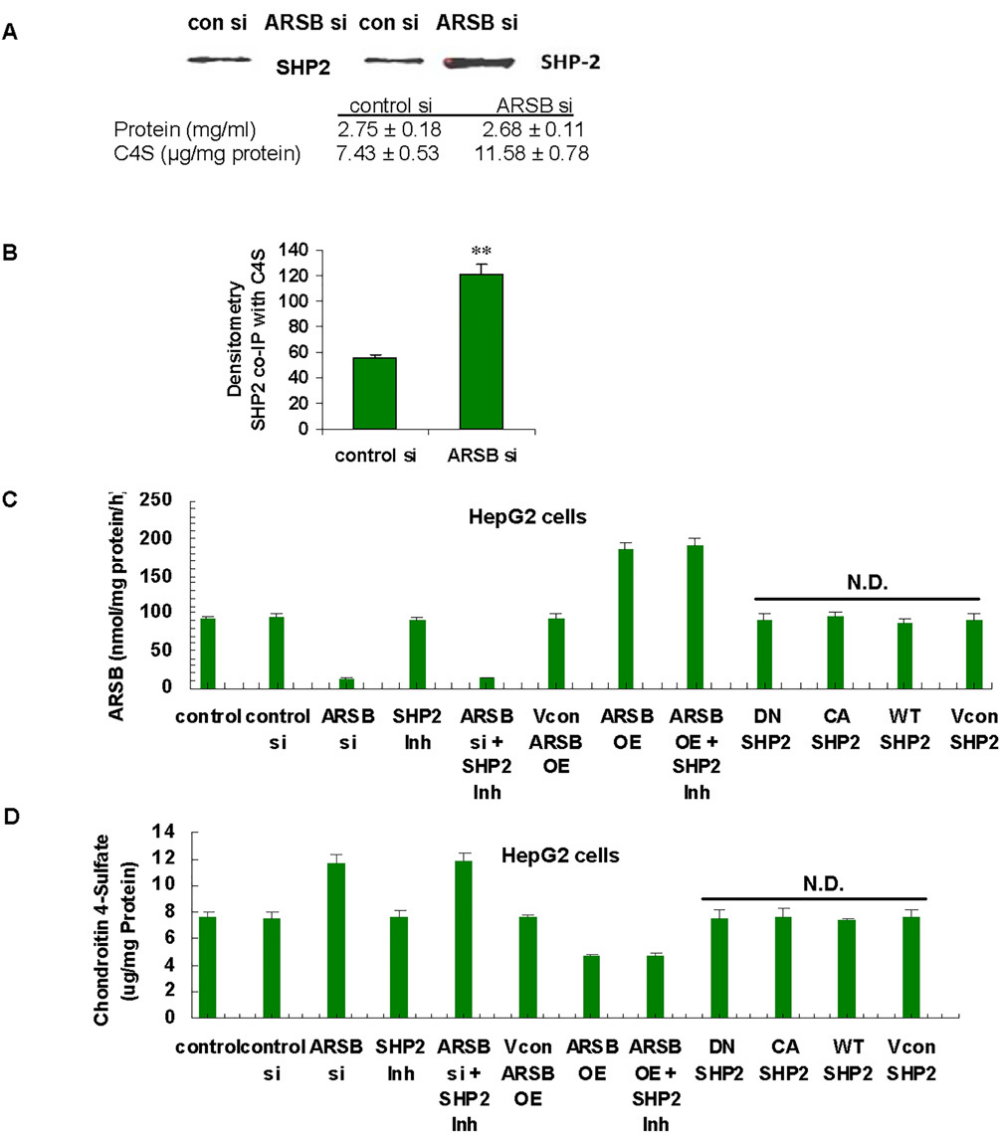
Increase in SHP2 that co-immunoprecipitates with C4S following ARSB knockdown. **(A)** Western blot of SHP2 co-immunoprecipitated with C4S shows increased band density following ARSB silencing compared to control silencing (n = 2). The C4S content increased following ARSB silencing, with similar protein. **(B)** Densitometry showed increased intensity of the immunoprecipitated bands following ARSB silencing (p = 0.007, unpaired t-test, two-tailed; n = 2). **(C)** HepG2 cells were treated with PHSP1, a chemical SHP2 inhibitor and with DN, CA, or WT SHP2 DNA vectors. These exposures had no effect on the ARSB activity. (p>0.05, one-way ANOVA with Tukey-Kramer post-test; n = 3). **(D)** Treatment with PHSP1 or with DN. CA, or WT SHP2 DNA vectors did not modify the chondroitin 4-sulfate in the HepG2 cells. [ARSB = arylsulfatase B; CA = constitutively active; con si = control siRNA; DN = dominant negative; Inh = inhibitor; N.D. = no difference; OE = overexpression; si = siRNA; Vcon = vector control; WT = wild-type]

No direct effect of SHP2 DNA constructs on ARSB activity (**Fig 6C**) or chondroitin 4-sulfate content was detected (**Fig 6D**). ARSB activity was measured in HepG2 cells after ARSB silencing, ARSB overexpression, the SHP2 inhibitor PHSP1, and transfections by DN-SHP2;HP2 CA-SHP2; WT-SHP2, or empty vector. ARSB silencing reduced the ARSB activity from 98.8 ± 4.4 nmol/mg protein/h to 12.8 ± 14.4 nmol/mg protein/h. In contrast, ARSB overexpression increased activity to 185.8 ± 9.6 nmol/mg protein/h. Neither PHSP1 nor DN-SHP2, CA-SHP2 or WT-SHP2 vectors had any significant effect on ARSB activity (**Fig 6C**).

ARSB activity was also measured in control and ARSB-null mouse hepatic tissue. ARSB activity was <3% in the liver of the ARSB-null male and female mice, in comparison to control (p<0.001). SHP2 inhibition or overexpression had no significant effect on C4S content. Hepatic tissue of ARSB-null mice had ~55% and ~56% more C4S in female and male mice than in the gender-matched controls. Measurement of C4S content in treated HepG2 cells demonstrated a ~50% increase following ARSB silencing and ~38% reduction following ARSB overexpression.

Study findings are summarized schematically in **Fig 7**and indicate that ARSB-induced changes in chondroitin 4-sulfation inhibit the SHP2-mediated dephosphorylation of phospho-p38 MAPK, leading to activation of MITF and increased expression of GPNMB.

**Fig 7:**
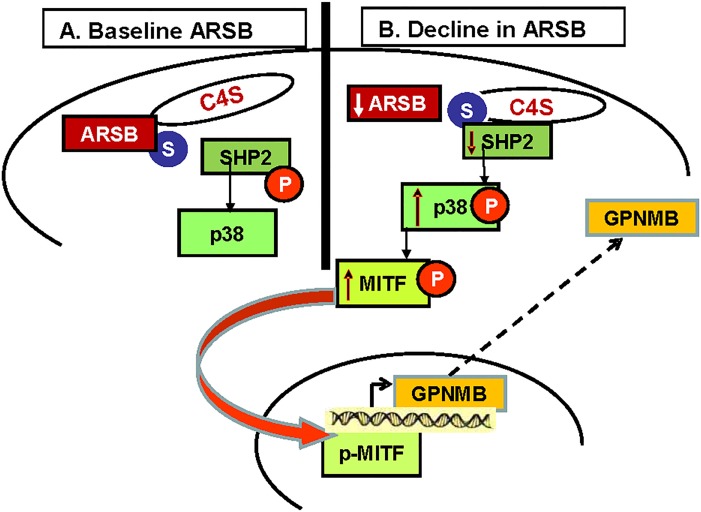
Schematic illustration of signaling pathway from ↓ARSB → ↑chondroitin 4-sulfate → ↑SHP2 bound → ↓SHP2 activity → ↑phospho-p38 → ↑MITF → ↑GPNMB. **(A)** When ARSB activity is normal, the 4-sulfate group at the non-reducing end of the C4S chain is removed from C4S and the binding of SHP2 to C4S is not increased. Hence, SHP2 can remove tyrosine phosphate from p38. **(B)** When ARSB is reduced and chondroitin 4-sulfation is increased, SHP2 binding to C4S is increased and SHP2 activity is reduced. There is inhibition of removal of tyrosine phosphate from p38, leading to increased phosphorylation of p38 and of MITF, leading to activation of the GPNMB promoter. [ARSB = arylsulfatase B; C4S = chondroitin 4-sulfate; GPNMB = glycoprotein (transmembrane) NMB; MITF = microphthalmia-associated transcription factor; P = phosphate; S = sulfate]

## Discussion

In this study, we identified the molecular events that increased GPNMB expression in hepatic cells following decline in ARSB, and identified a critical interaction between SHP2 and chondroitin 4-sulfate that regulated the downstream phosphorylation of p38 MAPK and the subsequent activation of the transcription factor MITF. The experiments demonstrated an unanticipated association between chondroitin 4-sulfation and SHP2, and present a second mechanism whereby chondroitin 4-sulfation and ARSB can regulate transcriptional events. Previously, reduced binding of galectin-3 to more highly sulfated chondroitin 4-sulfate was shown to increase expression of versican in human prostate cells and Wnt9A in human colonic epithelial cells [18–20]. Current findings show a mechanism whereby increased binding of SHP2 to more highly sulfated chondroitin 4-sulfate leads to transcriptional effects. Importantly, the findings show a critical interaction between sulfatase and phosphatase activity, with the potential for sulfatase impact on a broad range of cellular effects, since changes in SHP2 action can lead to profound changes in cellular signaling, proliferation, and differentiation [26–28,37].

SHP2 is a non-receptor phosphatase that removes phosphate groups from multiple SH2 tyrosine phosphorylation domains, affecting a wide range of vital cell signaling events. SHP2 has been identified as a tumor suppressor in hepatocellular malignancies, and the inhibition of SHP2 when ARSB is reduced is consistent with the role of ARSB as a tumor suppressor [21–25,39]. The implications of inhibition of phosphate removal by increased binding of SHP2 with C4S are wide-ranging, and include not only the impact on the tyrosine phosphorylations that are directly removed by SHP2. Threonine and serine phosphorylations, such as those of p38 and MITF, are also affected, due to the dual-phosphorylation motif of Thr-Gly-Tyr of residues 180–182 of p38 [27–31].

The proposed mechanism for the promoter activation of GPNMB by phospho-MITF following ARSB silencing is attributable to the increase in chondroitin 4-sulfation following decline in ARSB. ARSB deficiency, either inborn or acquired, thus, can exert a profound effect outside of its direct chemical action to remove sulfate groups from N-acetylgalactosamine 4-sulfate groups of chondroitin 4-sulfate or dermatan sulfate. The location of ARSB on the cell membrane as well as intracellularly, enables interaction with C4S on the cell surface or in the extracellular matrix, in addition to cytoplasmic C4S. This proximity gives ARSB the potential to significantly modulate the interactions between C4S and signaling molecules in the ECM or with SHP2 in the cytoplasm and to impact on transcriptional events. ARSB on the endothelial cell surface [34] may be involved in direct interactions with circulating sulfated GAGs, potentially leading to systemic effects.

In contrast to the impact on transcription mediated by reduced binding of galectin-3 to more highly sulfated chondroitin 4-sulfate, the effect on GPNMB transcription is mediated by the increased binding of SHP2 to more highly sulfated chondroitin 4-sulfate, leading to phosphorylation and activation of the transcription factor MITF and integration of critical sulfatase- and phosphatase-mediated signaling mechanisms. Other important proteins have also been shown to bind more or less tightly to more or less sulfated C4S. Our previous observations include: increased binding of Interleukin-8, high molecular weight kininogen, and bone morphogenetic protein-4 to more highly sulfated C4S, and reduced binding of galectin-3 to more highly sulfated C4S [18–20,32,33,40,41]. Binding of growth factors and other molecules to GAGs, including heparin and hyaluronan, are well-recognized as critical events in cell signaling [42–47].

Arylsulfatase B activity requires post-translational modification by the formylglycine modifying enzyme and oxygen [20,48,49]. Exogenous ions, including chloride, bromide, and phosphate, can interfere with the activation of ARSB [33,50,51], consistent with sensitive responses to ambient conditions. Tight regulation of chondroitin 4-sulfation by small changes in ARSB activity due to effects of oxygen or to high chloride may lead to rapid, small changes in binding of vital signaling molecules. These dynamic changes may regulate cell-cell and cell-matrix signaling interactions, such as those of IL-8 and BMP4, and transcriptional events, such as those mediated by galectin-3 and SHP2. Processes of cell differentiation and cell proliferation may be driven by small changes in the environment, mediated through ARSB-induced changes in chondroitin 4-sulfation affecting the BMP4-Wnt axis [19,41]. Acquired ARSB deficiency, in response to environmental cues or due to subtle changes in the extracellular milieu, may lead to sustained alterations in critical cellular processes

The specific mechanism by which decline in ARSB and the concomitant increase in chondroitin 4-sulfation inhibits the tyrosine phosphatase function of SHP2 is possibly due to binding of positively charged residues of SHP2 with the anionic sulfate group of C4S. Shen *et al* proposed that the transmembrane tyrosine phosphatase PTPσ in astrocytes acts as a membrane receptor for chondroitin sulfate proteoglycans, which participate in formation of the neuronal scar and impede neuronal regeneration following injury [52]. A group of four lysine residues in the Ig-like domain of PTPσ interacted with anionic chondroitin sulfate proteoglycans (CSPGs), such as neurocan. Similar interaction between basic residues of SHP2 and anionic sulfate groups of C4S may lead to enhanced binding between SHP2 and intracellular C4S when ARSB activity is reduced.

Specific extracellular matrix proteoglycans, such as versican, aggrecan, biglycan, and decorin, which are increased in rat hepatocellular carcinomas [53], may affect binding with the C4S attachments on the proteoglycan. Further identification of the precise SHP2 residues that interact with C4S is needed. This information will help to clarify how the regulation of intracellular phosphorylation signaling may be regulated by sulfatase action/inaction on chondroitin 4-sulfation. Other GAG-mediated signaling events may also be regulated by sulfatases, as with activation of abnormal receptor tyrosine kinase signaling by the enzyme SULF2, a heparan sulfate endosulfatase [54].

An issue raised by the study findings is how the increase in GPNMB might compensate for deficiency of ARSB in the ARSB-null mice. GPNMB has an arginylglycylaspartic acid (RGD) domain and interacts with β-1 integrin, thereby contributing to cell-matrix interactions [55]. GPNMB interaction with integrins appears to be a critical feature that enables invasiveness and malignant progression. Also, GPNMB has three arginine-arginine groups, and these positively charged residues may interact with the sulfate groups of C4S, or other negatively charged residues.

Several recent studies have identified high GPNMB expression in malignancies, including in aggressive melanoma, glioblastoma multiforme, hepatocellular carcinoma, and triple negative breast cancers [2–11]. Further characterization of the cell-matrix and intracellular functions of GPNMB, and tissue specific effects, are required to better understand the structural and functional effects of GPNMB. Also, the interactions between ARSB and the MITF-family of transcription factors (TFs), including MITF, TFEB, TFEC, and TFE3, may extend beyond the increased expression of GPNMB. This family of basic helix-loop-helix leucine zipper transcription factors is involved in diverse biological processes, including lysosomal biogenesis, nutrient sensing, and energy metabolism, as well as effects in carcinogenesis, including in melanoma, papillary renal cell carcinoma, and alveolar soft part sarcoma [56–60]. Some of the observed effects of decline in ARSB, increase in chondroitin 4-sulfation, and increase in GPNMB may be attributable to effects on MITF or other MITF-family TFs. Interactions between ARSB and MITF detailed in this report may represent one aspect of a more complex relationship affecting cell survival, and the reported impact of MITF on lysosomal biogenesis may help to restore ARSB function and provide feedback to increase ARSB and inhibit MITF activation [59,60]. Increase in ARSB activity should be considered as a potential target for treatment of malignancies in which increased expression of GPNMB occurs due to increased activation of MITF.

How the deposited data were processed for this re-analysis (not part of the article)

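Gene expression was measured in the liver of 3 ARSB-null and 3 control male mice of 12 weeks, with 1 array per mouse. The labels number the mice of both groups 4, 5 and 6 and describe them as separate animals of one background strain. The authors hybridized labeled RNA to mouse gene arrays, and normalized the signals by quantiles and summarized them (the submitters' processing notes name RMA and Partek, without versions); the deposited values are log2 signals, 1 per probe set and array. Versions and the probe set library are not given in the sources used here. No scanner files were used here, so these steps were not repeated, and there are no detection calls; the number of arrays limits the precision. Quantile normalization gives the arrays close to the same distribution, so a change shared by most genes would not appear in these values.

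Probe sets were named through GEO's platform annotation, with symbols brought up to date through the gene identifier where the RefSeq table of GRCm38.p6 held it (0 symbols changed). Of 35556 probe sets, 21789 had 1 symbol, 1621 had several and 12146 were not listed; 680 shared all their values with another probe set. Control probe sets are not marked, so all 35556 were tested. No coordinates are given, since the sources used here name no genome build for the array.

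The groups were compared by limma (version 3.58.1 in R 4.3.3), with lmFit, eBayes and Benjamini-Hochberg adjustment over all probe sets, two-sided, at an adjusted p under 0.05. Fold changes are 2 to the power of the difference of mean log2 signals, and the intervals are 95% intervals from the same fit. The paper's text names an analysis of variance for each gene and a general threshold of 0.05 with a Tukey-Kramer post-test, without saying whether p was adjusted over the genes of the array; that test was run as an alternative. Gene groups were 41 lists, fixed before the data were examined, with 695 of 754 genes measured by a probe set with 1 symbol. Of several probe sets of a gene the one with the highest mean over all arrays was used. Lists were tested by camera with a preset correlation of 0.01 and adjusted over the 41 lists; camera with an estimated correlation and fry were alternatives. Camera called 13 lists, of which 0 were past the threshold with an estimated correlation. Fry called 2 lists, that of lipid-laden macrophages, which is among those 13, and that of sulfatases and their activators, which is not. The sulfatase list holds Arsb itself (log2 difference -2.64), and its other 12 members had an adjusted p over the list alone of 0.827 or more. Its call therefore cannot be told from the loss of Arsb.

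Genes named in the text are all genes the paper names that were listed beforehand, the 10 genes with the largest difference in each direction among those past the threshold without overlap between the groups, filled up to 10 with the smallest p where fewer passed, and up to 4 members with the smallest p of each list described. Predicted genes, microRNAs and snoRNAs were counted but not named where the rule chose by size or p. Any other gene named was chosen after its values were seen.

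Whether the replicate numbers pair the mice was checked on the correlation, across probe sets, of the deviations from the group means. It was 0.396 for the mice numbered 4, 0.159 for those numbered 5 and 0.193 for those numbered 6, all above the 0.1 set beforehand. The fit with the number as a block is therefore given where it changes a call. The ARSB-null mouse numbered 6 correlated with the control numbered 5 at 0.220, above its own number. The ARSB-null mouse numbered 5 correlated with the control numbered 6 at 0.0801. Deviations from a group mean cancel out within the group, so likeness of the arrays numbered 4 alone raises the correlations among the others. The check therefore cannot tell whether the mice numbered 5 and 6 were paired. The labels do not say what the numbers share. The first principal component over named probe sets (39.7% of the variance) set both arrays numbered 4 apart, and the second (27.1%) set the genotypes apart.

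The procedure was tested on simulated data for this comparison, drawn over 35556 probe sets with 200 of them changed. The changed ones all had 1 symbol, so the shares recovered hold for such probe sets at the simulated spread. On the real arrays, Orm2 (log2 difference -3.05), Obp2a (-2.36), Lcn2 (-2.37), Cyp2b10 (-2.28) and Cyp2b9 (3.69) were not past the threshold. Gpnmb, Arsb, Saa1, Saa2 and 1 unnamed probe set, each with a difference beyond 2, were past it. Limma recovered 3 of 50 at a log2 change of 0.5, 40 of 50 at 1, 50 of 50 at 2 and 50 of 50 at 3, with 11 of 154 calls among unchanged probe sets; the analysis of variance recovered 1, 6, 28 and 45 of 50 (5 of 85 calls among unchanged probe sets), limma with the replicate block 0, 23, 50 and 50 (16 of 139), and limma on probe sets with 1 symbol 12, 48, 50 and 50 (16 of 176). Alternatives were another prior, repeated quantile normalization, centring on array medians, dropping dim probe sets, testing only probe sets with 1 symbol, array weights, the replicate block, other thresholds and leaving out each array. Figures were drawn with matplotlib 3.10.9.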

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

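The tests of explanations for the 2 gene lists below were chosen after the lists' values had been seen.

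Genes outside those the paper discusses were past the threshold in these arrays: Saa2 with a log2 difference of -4.10 (adjusted p = 0.00173 from limma), Saa1 with -3.25 (adjusted p = 0.0103), probe set 10505266, which has no gene name here, with -2.62 (adjusted p = 0.0103), and Vcam1 with 1.47 (adjusted p = 0.0487). The replicate block ended the calls of Saa2 (adjusted p = 0.0618), Saa1 (0.105) and Vcam1 (0.195) and kept that of 10505266 (0.0413), with the log2 differences unchanged, as the block is balanced; Vcam1 lost its call without any 1 array (0.0510 to 0.376; log2 difference 1.40 to 1.59), Saa1 without any but the control numbered 6 (0.0510 to 0.0831; -3.08 to -3.33), and 10505266 without any but the control numbered 4 (0.0641 to 0.110; -2.51 to -2.72). Each had no overlap between the groups, which chance gives in 10% of probe sets; over all probe sets the share was 11.9%. With 3 mice against 3 there are 10 splits of the arrays, too few for a share under 0.05. The real split gave 7 probe sets past the threshold, 2 higher and 5 lower, and the highest of the others, among them the 3 that also part all the numbered pairs, gave 0 (1 of the 10 splits reached the real value, the real one itself).

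Of 20 acute phase genes, 15 had a lower and 5 a higher mean in ARSB-null liver, with a median log2 difference of -0.265 (median absolute deviation 0.428); the list was past camera with its preset correlation (adjusted p = 3.77e-12) and neither with an estimated one (0.346) nor by fry (0.0520). The 7 past the test over the list alone, all lower, were Saa1, Saa2, Saa3, Orm1, Orm2, Orm3 and Lcn2. All but Lcn2 belong to the Saa and Orm families, and whether their probe sets share signal was not tested. The other 13 members of the list passed in neither direction. One inflamed control mouse is argued against by the whole list, whose adjusted p by camera with the preset correlation was at most 5.39e-08, and whose median was -0.198 or lower, whichever control array was left out. A lower share of hepatocytes is also argued against, since the list of hepatocyte proteins had a median of 0.040 with a median absolute deviation of 0.090. Open and untested are a stimulus shared by all 3 control mice and an effect of the genotype on the acute phase response. The labels describe like housing for both groups. The paper names housing at the university or at the medical center, and a colony bred for the ARSB-null mice. It does not state that the controls were littermates, so genotype cannot be told from colony here.

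Of 20 measured genes of lipid-laden macrophages, 15 had a higher and 5 a lower mean in ARSB-null liver, with a median log2 difference of 0.191 (median absolute deviation 0.332); none was past the threshold over all probe sets, and the list was past camera with its preset correlation (adjusted p = 2.61e-10) and by fry (0.0475), and not by camera with an estimated correlation (0.180). The 7 past the test over the list alone, all higher, were Ms4a7, Mmp12, Lgals3, Trem2, Cd63, Cd9 and Atp6v0d2, of which Cd63, Atp6v0d2 and Lgals3 are also on other lists tested here. A single mouse is argued against by the whole list, whose adjusted p by camera with the preset correlation was at most 5.92e-06, and whose median was 0.137 or higher, whichever of the 6 arrays was left out. Whether macrophages rose in general cannot be told: the median over 22 markers of Kupffer cells and macrophages was -0.089, below that of the list by less than its median absolute deviation of 0.303, and over that list alone Cd68 (0.53) and C1qa (0.39) were higher and Folr2 (-0.75) and Cd163 (-0.77) lower. A change in the state of macrophages and recruited cells were not tested, and which cells carry the signal cannot be read from whole liver.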

How the results depend on the processing

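Gpnmb and the brighter probe set of Arsb kept their direction under every alternative, and their side of the threshold under all but 1 each: the log2 difference of Gpnmb was 3.25 with the one-way ANOVA and its adjusted p 0.0957 (range over its alternatives 4.14e-06 to 0.0957), and that of Arsb was -2.67 with both arrays numbered 4 left out, adjusted p 0.0534, a fit on fewer arrays chosen after seeing the data (range 4.14e-06 to 0.0534). The other probe set of Arsb lost its call in that fit (adjusted p 0.0508) and with the one-way ANOVA (0.0533). The counts moved more. Against 2 higher and 5 lower, the one-way ANOVA with adjusted p gave 1 and 1, centring on array medians gave 1 and 6, the brighter part of the probe sets gave 5 higher, array weights gave 14 and 14, and the replicate block, for paired mice, gave 1 and 3; it ended the calls of Vcam1, Saa1 and Saa2 and, among the lists, of fatty acid synthesis (adjusted p 0.0573) and extracellular matrix (0.0586), and ended no other call. Probe sets with 1 gene symbol gave 27 and 33, and with the replicate block as well, chosen after seeing the data, 43 and 63, with Vcam1, Saa1 and Saa2 among them. Leaving out both arrays numbered 4 gave 1 and 0, and leaving out each array in turn gave 1 higher throughout and 3 to 6 lower. At other thresholds there were 8 and 8 (adjusted p under 0.10), 978 and 1134 (unadjusted p of 0.05 or less), 47 and 37 (the same with at least a 2-fold change) and 30 and 32 (that threshold by the one-way ANOVA). The causes were not tested, apart from the number of probe sets (under other observations). For single genes and lists, 2294 values kept their side of the threshold, 68 lost a call, 79 gained one and 0 calls reversed. Whether differences near 0 changed sign was not counted. Centring on array medians lowered the log2 difference of Gpnmb from 3.25 to 3.22, and such a shift can turn the smallest ones. There are no detection calls, so signal over background is not known.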

Differences from the paper's values

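The paper states that GPNMB was the single gene significantly upregulated on the array, and gives a p of 0.05 or less as its general threshold, without saying whether it was adjusted over the genes of the array. Here Vcam1 was also past an adjusted p of 0.05 (log2 difference 1.47, adjusted p = 0.0487 from limma). At an unadjusted p of 0.05 or less, 978 probe sets were higher and 1134 lower. Together these were 5.94% of all probe sets, little above the share of 0.05 that chance alone gives, in this fit alone. The unadjusted counts moved with the setting. They were larger with the replicate block (1573 higher and 1474 lower) and with array weights (1917 and 1913). They were 693 and 1491 with array medians centred. Both were smaller without the ARSB-null mouse numbered 5 (882 and 1050) or 6 (691 and 892). The same held without the control numbered 5 (848 and 775) or 6 (842 and 919). Both were larger without the control numbered 4 (1446 and 1417), and they were 1231 and 830 without the ARSB-null mouse numbered 4. At the adjusted threshold, Gpnmb was the only gene higher with the replicate block, with array medians centred, without each of the 6 arrays in turn, and with both arrays numbered 4 left out, the last chosen after seeing the values; with the one-way ANOVA and adjusted p the only gene higher was Rragd (log2 difference 0.45), and Gpnmb was not past the threshold. Other settings planned beforehand went the other way: 27 probe sets were higher when only those with 1 gene symbol were tested, 14 with array weights and 5 among the brighter probe sets, and Vcam1 kept its call with another prior (adjusted p = 0.0182) and when normalized by quantiles again (0.0335). The fold change of Gpnmb, 9.53, lies within rounding of the paper's 9.5, and ranged from 9.02 to 10.4 under the alternatives set before the data were examined.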

Other observations

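Further gene lists moved as groups by camera with its preset correlation, and none of them held with an estimated correlation or by fry. Of 22 measured cell cycle genes, 21 had a lower mean in ARSB-null liver, among them Nusap1 (-0.35) and Ccne1 (-0.50), and 0 passed when adjusted over the list alone (list adjusted p = 5.53e-07, and 0.476 with an estimated correlation). Of 13 male-biased liver genes, 4 were lower over the list alone: Cyp7b1, an oxysterol hydroxylase (-1.11), the paralogs Cyp4a12a (-0.82) and Cyp4a12b (-0.76), which can share signal, and Selenbp2 (-0.70; adjusted p = 4.04e-06, and 0.489). Of 14 heat shock genes, 13 had a lower mean and 2, Hspa1a (-0.62) and Hsph1 (-0.56), passed over the list alone (list adjusted p = 2.33e-05, and 0.476). Of 19 Wnt targets and pericentral genes, 16 had a higher mean and 1, Oat (0.51), passed over the list alone (adjusted p = 7.57e-06, and 0.425), and of 17 immediate early genes, 14 had a higher mean and 1, Klf4 (0.51), passed (adjusted p = 5.68e-05, and 0.180). Lists of stellate cells (adjusted p = 0.0165, and 0.425) and extracellular matrix (0.0381, and 0.544) were higher and lists of fatty acid synthesis (0.0182, and 0.914) and the interferon response (0.0198, and 0.914) lower, and single arrays decided these calls. The stellate list had an adjusted p of 0.0842 without the ARSB-null mouse numbered 4, 0.0520 without that numbered 5, and 0.0639 and 0.0620 without the controls numbered 4 and 6, and 0.119 without both arrays numbered 4. The matrix list had 0.0634 and 0.0778 without the ARSB-null mice numbered 4 and 6, 0.0631 and 0.212 without the controls numbered 5 and 6, 0.0595 when normalized by quantiles again, 0.0514 with array medians centred and 0.0586 with the replicate block. Fatty acid synthesis had 0.551 without the ARSB-null mouse numbered 5, 0.364 and 0.123 without the controls numbered 5 and 6 and 0.0573 with the replicate block, and the interferon list 0.982 without the ARSB-null mouse numbered 4, 0.431 without the control numbered 5 and 0.563 without both arrays numbered 4; among above-median genes alone both had 0.0674. Among female-biased genes, the log2 difference of Cyp2b9 was 3.69 (adjusted p = 0.400 from limma), with a wide spread among the ARSB-null mice (8.40, 10.59 and 11.87; SD 1.75), and that of Cyp2b10 was -2.28 (adjusted p = 0.232); both were past the threshold over the list alone (adjusted p = 0.0134 and 0.00466) and neither over all probe sets.

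The paper measured RNA of lysosomal enzymes in ARSB-silenced HepG2 cells and reports no reduction. It measured nuclear MITF protein and SHP2 activity in HepG2 cells and in ARSB-null liver. These arrays measure RNA in liver, and neither HepG2 cells nor protein. In the livers, Mitf RNA had a log2 difference of -0.20 (standard error 0.15, adjusted p = 0.972 from limma), Tfeb -0.22 (adjusted p = 0.839), Tfec -0.30 (adjusted p = 0.837) and Tfe3 -0.04; as a list the MITF family had an adjusted p of 0.0513 by camera, lower in direction, and 0.476 with an estimated correlation. Galns was at -0.03 (standard error 0.10) and Gla at 0.01 (standard error 0.17). Of 46 lysosomal genes 0 passed when adjusted over the list alone (median -0.001, adjusted p = 0.300 by camera), and at an unadjusted p under 0.05 Cd68, Cd63, Hexa and Npc1 were higher and Ctsc lower. Ptpn11, which encodes SHP2, was at -0.09 and Mapk14, which encodes p38 alpha, at -0.14 (adjusted p = 0.989 and 0.976). The other genes of the paper listed beforehand, Mapk11, Mapk12, Mapk13, Vcan, Acan, Bgn, Dcn, Wnt9a, Hif1a, Sulf2, Sumf1, Itgb1, Jun, Sp1, Kng1, Bmp4, Ptprs and Ncan, had log2 differences between -0.26 and 0.57 and an adjusted p of 0.787 to 0.998. Of 20 MITF target genes, a list without Gpnmb, 1 was higher over the list alone, Hpgds (1.13), and of 29 genes of chondroitin and dermatan sulfate synthesis 0 passed. Of 20 genes beside Arsb on its chromosome 0 passed over the list alone (adjusted p = 0.867 by camera).

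Testing only probe sets with 1 gene symbol gave 60 calls in place of 6 among these probe sets, and both tests of this were set before their result was seen. Adjusting over fewer probe sets is not enough: with the p of the fit over all probe sets, 8 of them passed. With the p of their own fit, adjusted over all probe sets, 47 passed, so the change of fit mattered more. The median residual SD was 0.152 for those with 1 symbol and 0.227 for the others. The shared spread itself differed little, with a prior SD of 0.153 in their own fit and 0.164 over all probe sets. Its degrees of freedom were 5.56 and, over all probe sets, 2.92. Standard errors moved both ways, from 0.129 over all probe sets to 0.125 in their own fit for Vcam1 and from 0.0947 to 0.100 for Golm1. The share of the spread and of the degrees of freedom was not tested apart. What the other probe sets measure is not known here. The 25 genes higher in that fit included Jchain, Timp3, Igfbp2 and Hpgds, and the 32 lower included Lcn2, Orm3, Cyp2b10 and Slc22a7, named after their values were seen.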
